# The interdependence of mammary-specific super-enhancers and their native promoters facilitates gene activation during pregnancy

**DOI:** 10.1038/s12276-020-0425-x

**Published:** 2020-04-22

**Authors:** Xianke Zeng, Hye Kyung Lee, Chaochen Wang, Precious Achikeh, Chengyu Liu, Lothar Hennighausen

**Keywords:** Gene regulation, Next-generation sequencing

## Abstract

Lineage-specific genetic programs rely on cell-restricted super-enhancers, which are platforms for high-density transcription factor occupation. It is not known whether super-enhancers synergize specifically with their native promoters or provide autonomous and independent regulatory platforms. Here, we investigated the ability of the mammary *Wap* super-enhancer to activate the promoter of the juxtaposed and ubiquitously expressed *Tbrg4* gene in the mouse mammary gland. The *Wap* super-enhancer was fused, alone or in combination with the *Wap* promoter, to the *Tbrg4* gene. While the super-enhancer increased the expression of the *Tbrg4* promoter five-fold, the combination of the super-enhancer and promoter resulted in 80-fold gene upregulation, demonstrating lineage-specific promoter–enhancer synergy. Employing ChIP-seq profiling to determine transcription factor binding and identify activating histone marks, we uncovered a chromatin platform that enables the high-level expression of the native promoter–enhancer but not the heterologous promoter. Taken together, our data reveal that lineage-specific enhancer–promoter synergy is critical for mammary gene regulation during pregnancy and lactation.

## Gene regulation: linking enhancers to specific promoters

Super-enhancers are regions of DNA that highly activate the expression of specific genes. Research led by H.K.L. and L.H. at the National Institutes of Health, USA, now demonstrate that a super-enhancer is much more effective when operating in synergy with its associated promoter, another gene-controlling element. They investigated super-enhancer and promoter synergy in mouse mammary gland cells. A mammary super-enhancer achieved a 5-fold activation of a gene with a common promoter, in contrast to an 80-fold activation with its own promoter together. The findings reveal that this synergy is critical for gene regulation in the mammary gland during pregnancy and lactation. They also help resolve the general issue of whether super-enhancers act independently or, as found here, can work together with a specific promoters in cell-specific genetic programs.

## Introduction

Super-enhancers (SEs) are key components in the control of lineage-specific transcription programs^1^. They feature platforms with a high density of transcription factors (TFs) and other regulatory components, such as RNA polymerase II (Pol II). However, it remains unclear why tissue-specific genes associated with structurally equivalent SEs are expressed at widely different levels, ranging by several orders of magnitude. SEs have been extensively investigated in the mammary gland, where they have been linked to genes induced to high levels of expression by lactation hormones during pregnancy^2^. The cytokine-induced signal transducer and activator of transcription (STAT) 5 TF is at the core of mammary SEs, which anchors additional TFs, including the glucocorticoid receptor and nuclear factor IB (NFIB)^2–4^. RNA-seq experiments have revealed that the expression of genes associated with mammary SEs ranges from less than one Fragments Per Kilobase of transcripts per Million mapped reads (FPKM) to more than 500,000 FPKM, and more than one-half of these expressed genes are not induced during pregnancy^2^. We speculated that this enormous diversity of gene expression is not only inherent to the structure and activity of the enhancers but is also caused by the interplay of specific and unique promoter–enhancers. Moreover, the impact of possible posttranscriptional regulation needs to be considered when assessing steady-state mRNA levels as surrogates for gene expression levels.

Although enhancer–promoter specificity was suggested by self-transcribing active regulatory region sequencing (STARR-seq) of *Drosophila*^5^ and the presence of promoter-specific transcriptional cofactors^6^, decisive genetic studies to validate promoter–enhancer synergy in vivo have not been conducted in mammals. As the mammary *Wap-*SE increases *Wap* gene expression by 1000-fold during pregnancy, we have investigated its ability, by itself and with its associated promoter, to induce the juxtaposed *Tbrg4* gene that is expressed in a wide range of cell types. Here, we employed CRISPR-Cas9 genome engineering in mice and placed the *Tbrg4* gene under the control of *Wap* regulatory elements. Our study provides genetic evidence that selective promoter–enhancer synergy is critical for the exceptional mammary-specific gene upregulation during pregnancy and lactation. Since the abundance of mammary-specific *Wap* mRNA during lactation cannot be attributed exclusively to transcriptional regulation, we also explored the possibility that the highly conserved 3′ untranslated region (UTR) plays a role. Finally, we provide evidence that the cAMP response element (CRE)-binding protein (CREB) TF is an integral part of non-mammary promoters and modulates the *Tbrg4* gene in vivo.

## Materials and methods

### Generation of mutant mice by CRISPR-Cas9

Six- to eight-week-old C57BL/6 female mice were purchased from Charles River. CRISPR/Cas9-targeted mice were generated by the Transgenic Core of the National Heart Lung and Blood Institute (NHLBI). All animals were housed and handled according to the guidelines of the Animal Care and Use Committee (ACUC) of the NIH (https://oacu.oir.nih.gov), and all animal experiments were approved by the ACUC of National Institute of Diabetes and Digestive and Kidney Diseases (NIDDK, MD) and performed under the NIDDK animal protocol K089-LGP-17.

CRISPR small-guide RNA (sgRNA) constructs were designed based on their proximity to the mutation sites and their off-target scores (calculated by the online tool at http://crispr.mit.edu/). Sequences of the specific sgRNAs used are listed in Supplementary Table 1. Each sgRNA was cloned into a pDR274 vector (Addgene #42250) separately, and injectable RNAs were transcribed in vitro using a MEGAshortscript T7 kit (Life Technologies). Cas9 mRNA was transcribed in vitro from plasmid MLM3613 (Addgene #42251) using the mMESSAGE mMACHINE T7 kit (Life Technologies). Zygote preparation and microinjections were performed as previously described. Superovulating C57BL/6 female mice were mated with C57BL/6 males, and the fertilized eggs were collected from oviducts. Then, 100 ng/μL of Cas9 mRNA and 50 ng/μL of each sgRNA in nuclease-free microinjection buffer (10 mM Tris [pH 7.5], 0.1 mM EDTA) were microinjected into the cytoplasm of the fertilized eggs. The injected zygotes were cultured overnight in M16 medium at 37 °C in 5% CO_2_. The next morning, the embryos that had reached the two-cell stage were implanted into oviducts of pseudopregnant recipients. All the mice were genotyped after PCR amplification of genomic DNA isolated from the tip of the tail and Sanger sequencing. The PCR and sequencing primers used are listed in Supplementary Table 2, and the Sanger sequencing results for the mutations are shown in Supplementary Tables 3 and 4.

### Chromatin immunoprecipitation sequencing (ChIP-seq) and data analysis

Frozen-stored mammary tissues and liver tissues harvested on day 14 of pregnancy (p14), day 1 of lactation (L1), and day 10 of lactation (L10) were ground into powder with a mortar and pestle. The chromatin was fixed with 1% formaldehyde at room temperature for 10 min, and the fixation was quenched with glycine at a final concentration of 125 mM. The samples were processed as previously described. The following antibodies were used for ChIP-seq: anti-STAT5 (Santa Cruz, sc-835 and sc-271542), anti-phospho-CREB (Millipore, CS204400), anti-H3K27ac (Abcam, ab4729), anti-H3K4me3 (Millipore, 07-473), and anti-RNA Polymerase II (Abcam, ab5408). Libraries for next-generation sequencing (NGS) were prepared as previously described and sequenced with HiSeq 2500 (Illumina).

Quality filtering and alignment of the raw reads was performed using trimmomatic^7^ (version 0.36) and Bowtie^8^ (version 1.1.2), with the parameter m1 selected to retain only uniquely mapped reads, using the mm10 reference genome. Picard tools (Broad Institute. Picard, http://broadinstitute.github.io/picard/. 2016) were used to remove duplicates, and subsequently, Homer^9^ (version 4.8.2) software was applied to generate bedGraph files. The integrative Genomics Viewer^10^ (version 2.3.81) was used for visualization. Each ChIP-seq experiment was conducted with two replicates.

### Pol II binding coverage and motif analysis

The reads from Pol II ChIP-seq covering each gene were then counted and normalized to those of the library size and gene length, and they were used to rank the transcription levels of SE-associated genes. Then, a motif search was performed with the promoters of the top 50 most-transcribed genes with those of the 50 least-transcribed gene promoters as background in Homer. Pol II and H3K27ac signaling on the promoters associated with different motifs was also profiled in Homer^9^.

### Total RNA sequencing (Total RNA-seq) and data analysis

Total RNA from the L10 mammary glands of Wap-Tbrg4 heterozygous mice was isolated using a PureLink RNA Mini kit (Ambion). RNA quality was measured by a bioanalyzer (Bio-Rad). One microgram of total RNA from each sample was used to generate the sequencing library with a TruSeq Stranded Total RNA Library Prep kit (Illumina) according to the manufacturer’s protocol. The RNA-seq library was sequenced with a HiSeq 2500 system (Illumina).

RNA-seq data were mapped to the mm10 reference genome using the STAR aligner^11^. The UCSC known gene database was used as a gene coordinate reference. To count the RNA-seq reads on exons and introns, the exons from all the transcripts of each gene were collapsed. The intron coordinates for each gene were then calculated based on the collapsed exon coordinates. HTSeq was used to count the RNA-seq reads on the exons and introns, and FPKM values were generated using the DESeq2 package in R (http://www.R-project.org)^12^.

### RNA isolation and quantitative real-time PCR (qRT-PCR)

Mammary tissues were harvested at the p14, L1, and L10 time points and then processed by an electronic homogenizer. Then, RNA was extracted using a PureLink RNA Mini kit (Ambion) according to the manufacturer’s instructions. cDNA was synthesized from total RNA using Superscript II (Invitrogen). Quantitative real-time PCR (qRT-PCR) was performed using TaqMan probes (Tbrg4, Mm01220234_g1; *Wap*, Mm00839913_m1, Thermo Fisher Scientific; mouse *Gapdh*, 4352339E, Applied Biosystems) on a CFX384 Real-Time PCR detection system (Bio-Rad) according to the manufacturer’s instructions. Tbrg4_Wap-fused mRNA and Wap 3′UTR-inserted Tbrg4-3′UTR mRNA were measured with the following respective primers using SYBR Green system: forward, 5′-TTTCCCAGTAATCCCAGTGC-3′, and reverse, 5′-CAAGGAGAAACGCTGTCTAGG-3′, and forward, 5′-CTGCAGGCTTCCTGGTAGTAGAT-3′, and reverse, 5′-CTTTTCGCATCTTGTCCTTGAG-3′. The PCR conditions were 95 °C for 30 s, 95 °C for 15 s, and 60 °C for 30 s for 40 cycles. All reactions were completed in triplicate, and the data were normalized to those of the housekeeping gene *Gapdh*. Relative differences in PCR results were calculated using the comparative cycle threshold (*C*_*T*_) method.

### Statistical analyses

For comparison of the samples, the data were presented with the standard deviation for each group and were evaluated with a *t-*test and ANOVA multiple comparisons using PRISM GraphPad software. Significance was obtained by comparing the measures from the wild type or control group and each mutant group. Values of *P < 0.05, **P < 0.001, ***P < 0.0001, and ****P < 0.00001 were considered significant.

## Results

### Promoter preference of the *Wap* super-enhancer

The *Wap* gene, which provides as much as 5% of all transcripts in lactating mouse mammary tissue with expression induced more than 1000-fold during pregnancy, is controlled by prolactin and the TF STAT5 through a tripartite SE^2,3^ (Fig. 1a). In contrast, juxtaposed *Tbrg4* (*Fastkd4*) is ubiquitously expressed at low levels^13^. Here, we investigated whether the *Wap*-SE has an inherent preference for its associated promoter or has the capacity to effectively activate unrelated promoters. *Tbrg*4 and *Wap* are positioned in the same orientation and are separated by 13 kb. We used CRISPR-Cas9 to delete the sequences between the *Tbrg4* and *Wap* promoters in the mouse genome, thereby fusing *Wap* regulatory elements with the downstream *Tbrg4* gene (Fig. 1a). In the mouse line SE-Tbrg4, the tripartite *Wap*-SE was fused to the downstream *Tbrg4* promoter and positioned ~1000 bp from the TSS toward the 5′ end. In the line Wap-Tbrg4, the entire *Wap* regulatory region, including the SE, promoter and transcriptional start site (TSS), was translocated to the body of *Tbrg4*, thus generating a hybrid gene. An analysis of lactating mammary tissue from the SE-Tbrg4 mice revealed a five-fold increase in *Tbrg4* mRNA (Fig. 1b), demonstrating that lineage-specific *Wap*-SE has the capacity to activate a heterologous promoter. However, this activation was significantly lower than the 1000-fold upregulation of the endogenous *Wap* gene with the *Wap*-SE (Fig. 1b), suggesting the presence of additional key elements that communicate with this SE. To address this possibility, we studied the *Wap-Tbrg4* fusion gene, which was under the control of the *Wap* promoter–enhancer and thereby was expressed exclusively in the mammary tissue. Homozygous mutant fetuses died prior to embryonic day 8.5 (E8.5) (unpublished data), suggesting that *Tbrg4* expression in non-mammary cells is essential for embryonic development. To permit further analysis of the mutant allele, we generated compound heterozygous mice carrying one copy of the intact *Tbrg4* gene with a silent *Wap* gene and one copy of the *Wap-Tbrg4* fusion gene (Fig. 1a) that is expressed exclusively in mammary tissue. The chimeric *Wap-Tbrg4* mRNA levels from the mutant allele increased approximately 40-fold (Fig. 1b), which would be increased to 80-fold for two mutant alleles. These results demonstrate that the *Wap*-SE uniquely synergizes with the *Wap* promoter to execute maximum gene expression.

**Fig. 1:**
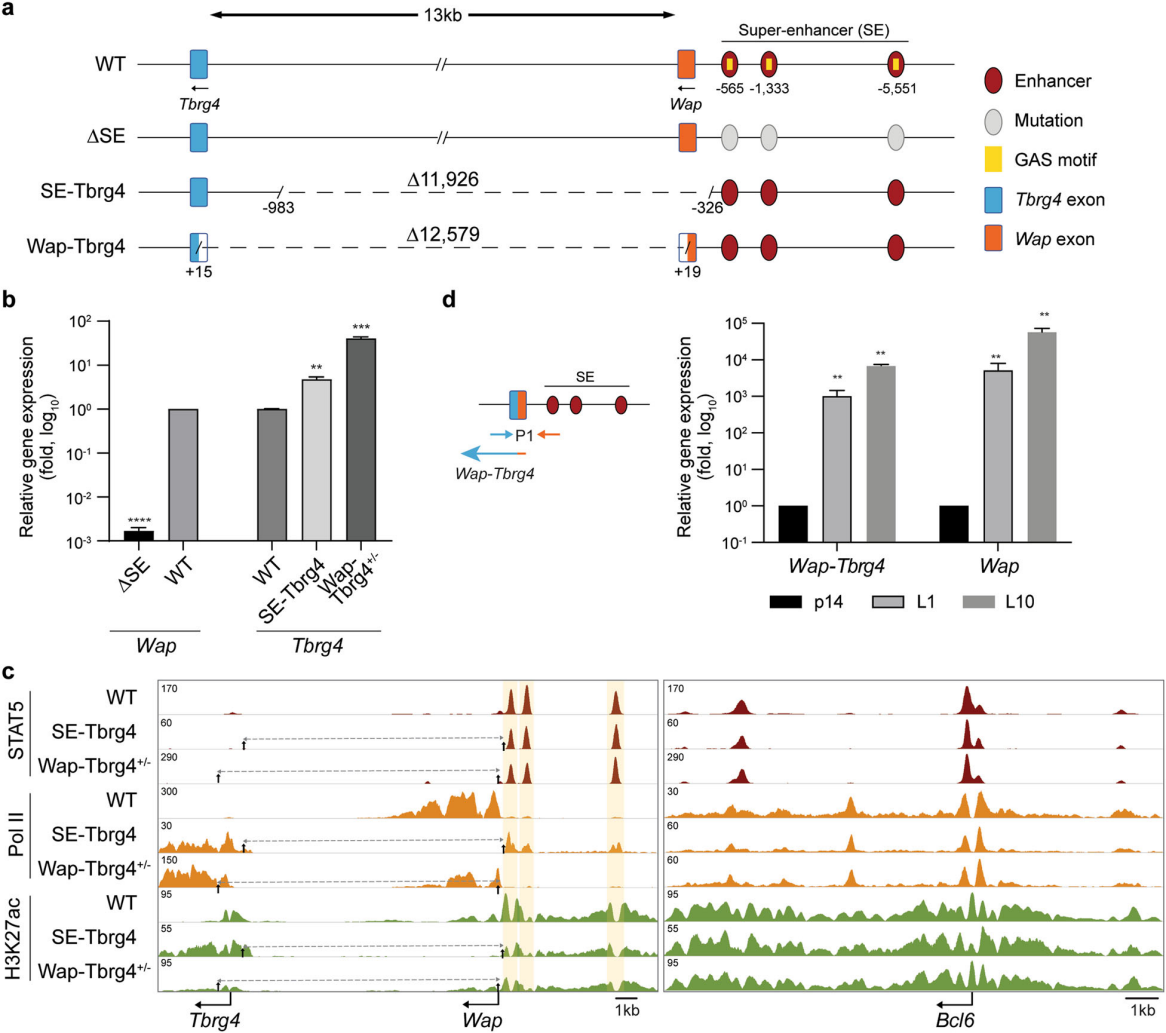
The functional establishment and activation of the *Wap* super-enhancer are dependent on the presence of its native promoter. **a** Schematic diagram of the region between the *Wap* super-enhancer and *Tbrg4* gene in the wild type (WT) and mutant mice. ∆SE mice were generated by deleting STAT5 binding sites in individual enhancers^2^. SE-Tbrg4 mutant mice were generated by deleting 11,860 bp spanning the sequence from −1048 upstream of the *Tbrg4* transcriptional start site (TSS) to +326 on the 5′ end of the *Wap* TSS (for detailed information on the sgRNAs and deletion break points, see Supplementary Tables 3 and 4). This deletion resulted in the translocation of the entire *Wap*-SE to the *Tbrg4* promoter. Wap-Tbrg4 mutant mice carried the deletion from the *Tbrg4* promoter to *Wap* promoter and the mutation fused the first exons of *Tbrg4* and the *Wap* genes. **b** *Wap* and *Tbrg4* expression levels in mammary tissues from the WT and mutant mice on L10 were measured by qRT-PCR and normalized to the *Gapdh* level. Results are shown as the means ± SEM of independent biological replicates (WT and mutants on L10, *n* = 3). ANOVAs were used to evaluate the significance of differences between the data obtained on L1 and L10 from the WT and mutants. **P < 0.001, ***P < 0.0001, ****P < 0.00001. **c** Genomic features of the *Wap-Tbrg4* locus in lactating mammary tissues (L10) of the WT and mutants. The magnified image of the *Tbrg4* TSS region is shown in Supplementary Fig. 1. The *Bcl6* locus was used as a control. The peak scales of each lane were determined based on that of the control locus and used to determine the biological significance of differences between the WT and mutant mice. **d** mRNA levels of the fused *Tbrg4* and *Wap* in heterozygous mammary glands from the Wap-Tbrg4 mouse line on p14 and L10 as measured by qRT-PCR. The respective locations of the primers are demonstrated.

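On chromosome 11 of GRCm38, RefSeq places the TSS of *Tbrg4* at 6626067 and the TSS of *Wap* at 6638649, both on the minus strand and 12582 bp apart. The annotated genes themselves are separated by 9415 bp. Counted from these positions, the break points of the SE-Tbrg4 deletion lie at 6627115 and 6638975, 11860 bp apart, and the interval between them contains the whole *Wap* gene. Within 7000 bp upstream of the *Wap* TSS, the reference holds 4 matches to the STAT5 recognition sequence TTCNNNGAA, all of them outside the deleted interval. The nearest is TTCCCAGAA at 6639210 to 6639218, centered 565 bp upstream of the TSS, and the same sequence recurs at 6639978 to 6639986, 1333 bp upstream. The others are TTCTAGGAA at 6644196 to 6644204, 5551 bp upstream, and TTCAGTGAA at 6644615 to 6644623, 5970 bp upstream. The CRE sequence TGACGTCA occurs at 6626064 to 6626071, across the *Tbrg4* TSS. *Ramp3* starts on the plus strand at 6658533. These positions come from the reference and the annotation, and no sample is measured here.

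**Figure D1:**
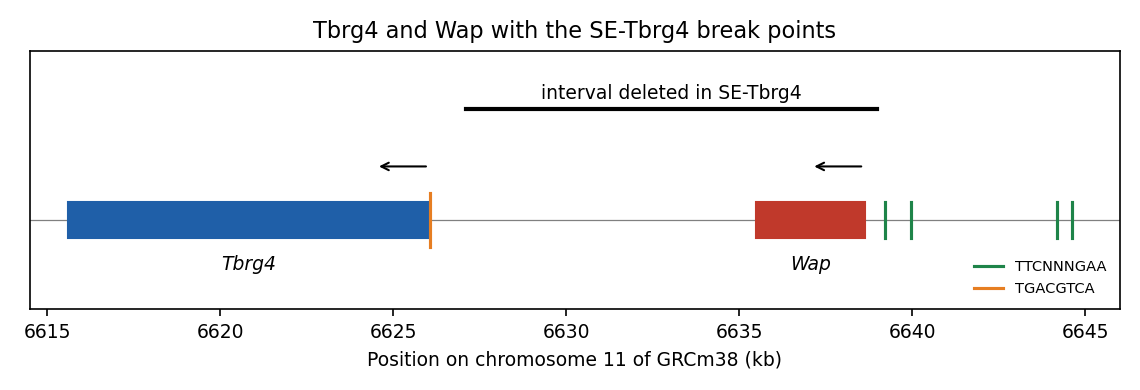
Map of *Tbrg4* and *Wap* on chromosome 11 of GRCm38 (horizontal axis, kb), with arrows showing the direction of transcription, green lines the TTCNNNGAA matches and the orange line the TGACGTCA match. The black bar spans the 11860 bp between the SE-Tbrg4 break points given by the legend of Fig. 1a. It covers the *Wap* gene but none of the 4 matches upstream of that gene.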

Next, we investigated the extent to which the *Wap*-SE was established in the absence and presence of its native promoter. For this, we determined TF-binding and histone modifications at the chimeric genes in lactating mammary tissue (Fig. 1c). In the *SE-Tbrg4* allele, all three *Wap* enhancers were occupied by STAT5, albeit to a lesser extent than they were in WT *Wap* alleles, suggesting that the SE structure can be established in the absence of the mammary-specific *Wap* promoter. While Pol II and H3K27ac coverage was very low in the WT *Tbrg4* gene (Supplementary Fig. 1), it was elevated on the *Tbrg4* gene under the control of *Wap*-SE (Fig. 1c). This finding provides further evidence that *Wap*-SE activates a foreign promoters. Pol II coverage at the three constituent enhancers within the translocated SE was similar to that at the WT locus (Fig. 1c).

Our earlier studies demonstrated that the integrity of the tripartite *Wap*-SE is critical for *Wap* gene activation at the onset of lactation^2^. However, as lactation is established, the most proximal constituent enhancer (E1) is no longer required, and the two distal enhancers (E2 and E3) are sufficient for *Wap* gene expression^3^. To evaluate whether the two distal enhancers have the capacity to activate the *Tbrg4* promoter, we deleted ~18 kb of DNA separating the *Tbrg4* promoter from its upstream region and the central constituent enhancer (E2) from *Wap*-SE (Supplementary Fig. 2a). ChIP-seq experiments demonstrated that STAT5 binding was established at E2 and E3 with a 75% reduction in coverage compared with that at the WT locus (Supplementary Fig. 2b). Thus, binding intensity was not sufficient to activate *Tbrg4* expression (Supplementary Fig. 2c). In summary, these data demonstrate that the integrity of the tripartite *Wap*-SE is essential for its activity and that the constituent enhancers E2 and E3 are functionally inactive despite their structural presence.

For the ChIP-seq analyses of mutant mammary tissue carrying one *Wap-Tbrg4* allele and one silent *Wap* allele, which does not have any enhancer marks (Fig. 1c), only the mutant allele was detected. The STAT5 binding and H3K27ac on the translocated *Wap*-SE and promoter were similar to the signals observed at the WT *Wap* alleles (Fig. 1c). Increased Pol II coverage coincided with increased expression. These findings underscore that the combined presence of the *Wap*-SE and its native promoter provides an ideal environment for the establishment of a functional regulatory complex and possibly promotes synergy between different regulatory elements.

A key feature of many mammary-specific genes is their exceptional upregulation during pregnancy, which further extends into the lactation period and can reach levels of several thousand-fold^3,14^. Given the landscape of STAT5 binding, H3K27ac marks and Pol II coverage on the *Wap-Tbrg4* mutant allele carrying the *Wap* promoter and SE, we surmised that the regulatory module requires key elements for the high *Wap* gene expression during pregnancy. We explored this possibility in mice that carry the *Wap-Tbrg4* mutant allele (Fig. 1d). *Wap-Tbrg4* chimeric mRNA levels increased ~1000-fold between day 14 of pregnancy (p14) and day 1 of lactation (L1) and another 5-fold at L10. *Wap* mRNA levels from the WT allele increased ~5000-fold between p14 and L1 and another 10-fold at L10 (Fig. 1d). These findings underscore that the synergy between the *Wap* promoter and its enhancer is critical for obtaining the extraordinary expression levels of the *Wap* gene observed during pregnancy.

The common cytokine-inducible TF STAT5 is at the core of *Wap*-SE activity, which has been established only in mammary tissue. This finding begs the question of whether cell-specific open chromatin or additional mammary-specific factors are required for the establishment of *Wap*-SE. Because our mutant mouse lines carried *Wap*-SE adjacent to the constitutively active *Tbrg4* gene, we could address some of these questions. In contrast to *Wap*, the *Tbrg4* gene is expressed across many cell types, as evidenced by the RNA-seq data obtained from ENCODE (Fig. 2a). We analyzed the structure and function of translocated *Wap*-SE in the liver, a tissue that is highly enriched for activated STAT5. For this analysis, we performed ChIP-seq analyses of STAT5 binding and H3K27ac coverage (Fig. 2b). Neither STAT5 binding nor H3K27ac marks were detected at the *Wap*-SE that had been fused to *Tbrg4*. As a control, extensive STAT5 binding and H3K27ac were detected at regulatory regions of the *Bcl6* gene. These findings suggest that the presence of open chromatin is not sufficient for the establishment of the STAT5-dependent SE. It was hypothesized that additional mammary-enriched factors, such as NFIB or ELF5, are required for the establishment of a mammary SE.

**Fig. 2:**
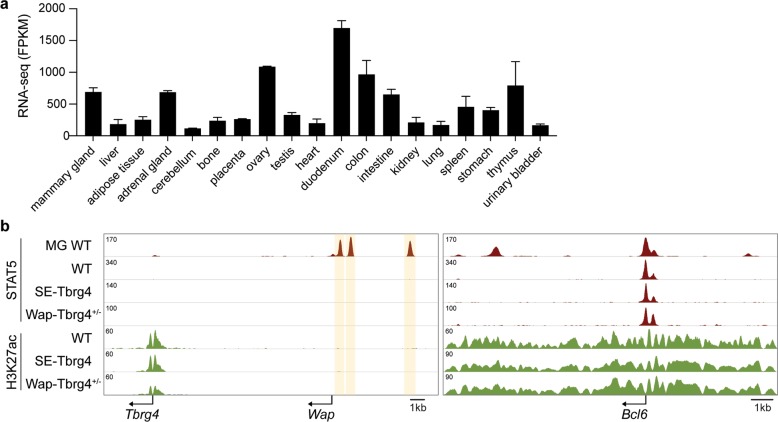
The translocated Wap super-enhancer is not established in liver tissue. **a** RNA-seq data from ENCODE demonstrate the presence of *Tbrg4* in multiple tissues of 8-week-old adult mice (https://screen.wenglab.org/search/?q=tbrg4&uuid=0&assembly=mm10). **b** Genomic features of the *Tbrg4*-*Wap* locus in the liver tissue from WT and mutants.

### Posttranscriptional regulation of the *Wap* gene

Although the *Wap*-SE and its promoter are major transcription regulators, selective mRNA stabilization could contribute to these levels^15^. Notably, native *Wap* mRNA levels greatly exceed those of the *Wap-Tbrg4* fusion gene, where the *Tbrg4* coding region is under the control of the *Wap* promoter and SE. This divergence led us to investigate the contributions of transcriptional and posttranscriptional regulation to the expression of milk protein genes in lactating mammary tissue. We used Pol II loading as a surrogate measure for transcriptional activity. 

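Total RNA was isolated from the L10 mammary glands of 2 Wap-Tbrg4 heterozygous mice, which carry one wt allele and one Wap-Tbrg4 allele. The authors prepared stranded total RNA libraries and sequenced them on a HiSeq 2500 system. They mapped the reads to mm10 with STAR, collapsed the exons of all transcripts of each UCSC known gene, took the introns between the collapsed exons, counted reads on both with HTSeq and generated FPKM values with DESeq2. The deposited values are these FPKM of exons and of introns, rounded to 1 decimal, for 20550 annotated genes in each mouse. Read counts and library sizes are not given, so the depth is unknown and no interval for counting error was calculated. The deposited FPKM were used without further scaling and are given as means ± SD over the 2 mice. With 2 mice of one genotype, no test between groups was made. An exon FPKM of at least 1 on average was reached by 9845 genes. The summed exon FPKM was 853174 in replicate 1 and 1788340 in replicate 2, and the 10 highest genes held 79.5% and 90.6% of these sums. Across the 9845 genes, log2(FPKM + 1) of the 2 mice had a Pearson correlation of 0.943 and ranks had a Spearman correlation of 0.919, where genes are not independent replicates. The Pearson correlation moved most without the filter on low values, to 0.977. The 2 mice differed by more than 2-fold in 581 genes, 475 of which were higher in replicate 1. The log2 ratio between the mice followed the GC content of the exons (Spearman rho of -0.659 across genes). Pol II ChIP-seq reads are not analysed here.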

We quantified Pol II binding density over gene bodies and compared it with the mRNA levels for genes expressed in mammary tissue (Fig. 3a). 

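*Wap* and *Tbrg4* are neighbors on chromosome 11 of GRCm38, from 6635483 to 6638649 and from 6615598 to 6626067, both on the minus strand. The exon FPKM of *Wap* was 203854 ± 43727 (SD, n = 2 mice), rank 3 by this mean among the 20515 genes with a usable symbol. In replicate 1 alone, *Wap* had the highest exon FPKM (172935). *Wap* made up 16.7% ± 5.05 (SD, n = 2) of the summed exon FPKM, with 20.3% in replicate 1 and 13.1% in replicate 2. The exon FPKM of *Tbrg4* was 303.1 ± 16.4 (SD, n = 2), rank 70. Reads on *Tbrg4* exons come from the wt allele and from the Wap-Tbrg4 allele, and the deposited values do not separate them. The ratio of *Wap* to *Tbrg4* exon FPKM was 550 in replicate 1 and 805 in replicate 2, with a mean of 677 ± 181 (SD, n = 2). This ratio was far above the spread between the mice and was 665 as a geometric mean. The setting that moved an exon value most relative to its SD was rescaling each mouse to a sum of 1000000, which gave 265.9 for *Tbrg4*.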

Although Pol II loading on the *Wap-Tbrg4* allele and the native *Wap* allele were equivalent, the respective mRNA levels differed more than 100-fold (Fig. 3a). This finding suggested the possibility that selective mRNA stabilization might partially account for the high levels of some mammary-specific mRNAs.

**Fig. 3:**
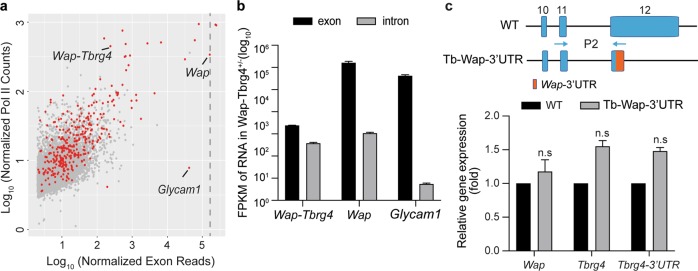
Gene induction during pregnancy and lactation is controlled by promoter and enhancer elements. **a** Scatter plot of normalized exon reads vs. Pol II ChIP-seq reads of expressed genes in the wt/Wap-Tbrg4 mammary tissue on L10. Red dots, SE-associated genes. **b** Expression levels of exons and introns in wt/Wap-Tbrg4 of mammary glands on L10 are shown, as determined by total RNA-seq. **c** *Wap*, *Tbrg4* and *Tbrg4-3*′*UTR* mRNA levels from WT and Tb-Wap 3′UTR mutant mice were measured by qRT-PCR on L1 and normalized to the *Gapdh* level. Results are shown as the means ± SEM of independent biological replicates (WT and mutants, *n* = 3). Multiple *t*-tests were used to evaluate the significance of differences between the WT and mutants. ns not significant.

To gain further insight into the regulation of mammary genes, we conducted total RNA-seq from mammary tissue on L10 and monitored nascent RNA levels by measuring intronic reads. 

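Intronic reads stand for RNA that has not yet been spliced, and their FPKM is calculated over the summed length of the introns of a gene. An intron FPKM above 0 on average was recorded for 11506 genes in the same 2 wt/Wap-Tbrg4 libraries. The summed intron FPKM was 9103 in replicate 1 and 10582 in replicate 2. Across the 4220 genes with a mean intron FPKM of at least 0.5, log2(FPKM + 0.1) of introns had a Pearson correlation of 0.810 between the 2 mice. Exon and intron FPKM were compared over the 9535 genes with a mean exon FPKM of at least 1 and an intron FPKM above 0, which gave a Spearman correlation of 0.626 across genes. The paper does not say how reads on a small nucleolar RNA gene inside an intron were counted. The 86 genes that host such RNAs and had an exon FPKM of at least 10 had a median log2 ratio of intron to exon FPKM of -4.17, compared with -4.66 in the other 3025 genes.

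**Figure D2:**
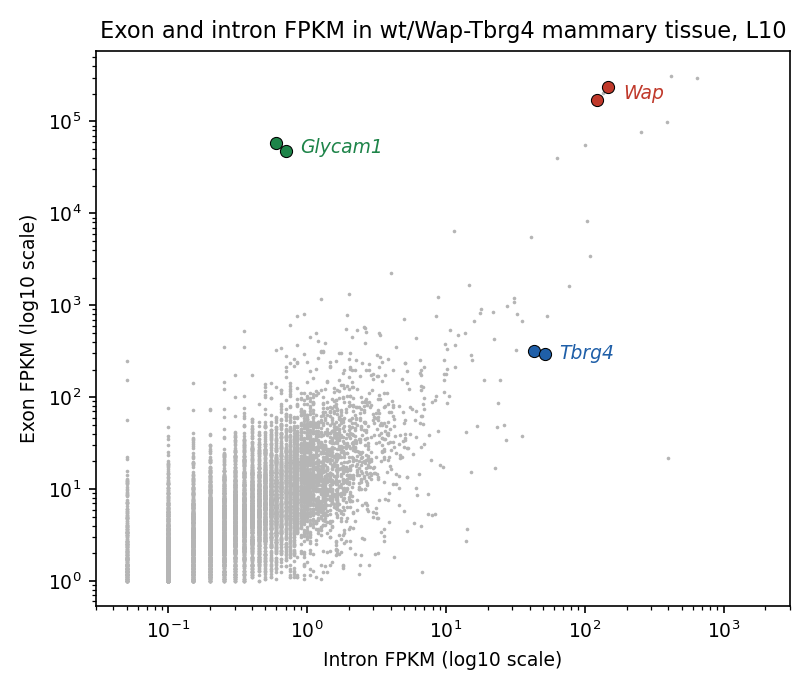
Exon FPKM (vertical axis, log10 scale) and intron FPKM (horizontal axis, log10 scale) in L10 mammary tissue of wt/Wap-Tbrg4 mice. Each grey point is the mean of the 2 mice for one of the 9535 genes, and each colored point is one mouse, with the points of *Glycam1* lying at a far lower intron FPKM than those of *Wap* and *Tbrg4*.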

In agreement with the Pol II loading, the nascent RNA levels of *Wap-Tbrg4* and *Wap* were similar (average FPKM of 37.5 vs. 106.6) (Fig. 3b and Supplementary Table 4), indicating comparable transcription of the two genes. 

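The intron FPKM of *Wap* was 121.6 in replicate 1 and 148.1 in replicate 2, a mean of 135 ± 18.7 (SD, n = 2), rank 6 among all genes. The intron FPKM of *Tbrg4* was 43.4 and 51.4, a mean of 47.4 ± 5.66 (SD, n = 2), rank 13. RefSeq transcripts give *Wap* 2605 bp and *Tbrg4* 7024 bp of introns. The ratio of *Wap* to *Tbrg4* intron FPKM was 2.80 and 2.88 in the 2 mice, so that *Wap* was higher by more than the spread between the replicates. Exon FPKM exceeded intron FPKM 1422-fold and 1585-fold for *Wap*, and 7.25-fold and 5.67-fold for *Tbrg4*. The *Tbrg4* introns contain 2 annotated small nucleolar RNA genes, and the intron to exon ratio of *Tbrg4* lay at the 96.5th percentile of 3111 genes and at the 84.9th percentile among host genes. Intron reads of *Tbrg4* again come from both alleles together. The deposited FPKM were 1.28 times those of Supplementary Table 5 in replicate 1 and 1.25 times in replicate 2, and the paper's reported value for *Wap* is 106.6. From the intron values of *Wap-Tbrg4* and *Wap*, read together with Pol II loading, the paper concludes that transcription of the genes was comparable.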

Notably, steady-state mRNA levels of the mammary gene *Glycam1* were also extremely high in the L10 mammary tissue (average FPKM of 41,824). However, the levels of Pol II loading and *Glycam1* transcription were low (average nascent RNA FPKM 0.5) (Fig. 3a, b and Supplementary Table 5), suggesting that not all mammary genes are controlled by the same mechanisms.

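*Glycam1* lies on chromosome 15 of GRCm38 from 103562759 to 103565081 on the minus strand. Its exon FPKM was 47528 in replicate 1 and 58226 in replicate 2, a mean of 52877 ± 7565 (SD, n = 2 mice), rank 7 among all genes. *Glycam1* made up 5.57% and 3.26% of the summed exon FPKM in the 2 mice. The ratio of *Glycam1* to *Tbrg4* exon FPKM was 151 and 200, a mean of 175 ± 34.5 (SD, n = 2). *Wap* exceeded *Glycam1* 3.64-fold and 4.03-fold in exon FPKM, a difference larger than the spread between the mice. Among the 10 genes with the highest mean exon FPKM, *Csn1s2a* and *Csn2* ranked above *Wap*, followed by *Csn1s1*, *Csn1s2b*, *Trf*, *Glycam1*, *Csn3*, *Lalba* and *Wfdc18*. In replicate 1, *Wap* (172935) was above *Csn1s2a* (168240) and *Csn2* (108555). In replicate 2, *Wap* (234774) was below both (455483 and 481937), so this order comes from replicate 2. The mean for *Glycam1* moved most on the scale of Supplementary Table 5, where the paper's value is 41824.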

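The intron FPKM of *Glycam1* was 0.7 in replicate 1 and 0.6 in replicate 2, a mean of 0.65 ± 0.0707 (SD, n = 2), rank 2825 among all genes. RefSeq transcripts give *Glycam1* 1654 bp of introns, while the GENCODE M21 annotation leaves only 190 bp. The paper counted on UCSC known genes, and the intron length behind the deposited value is not given. Since the deposited values carry 1 decimal and no read counts, the counting error of this value is unknown. The intron FPKM of *Tbrg4* was 62.0-fold and 85.7-fold that of *Glycam1* in the 2 mice, and the intron FPKM of *Wap* was 174-fold and 247-fold that of *Glycam1*. These differences were far larger than the spread between the mice. The ratio of exon to intron FPKM of *Glycam1* was 67897 and 97043, a mean of 82470 ± 20609 (SD, n = 2). It was the highest such ratio among the 20 genes with an exon FPKM of at least 1000, and *Wap* had the next highest. The other milk protein genes of this group ranged from 80.3 for *Lalba* to 751 for *Csn1s2a* in the ratio of mean exon to mean intron FPKM. Pol II loading of *Glycam1* is not analysed here.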

In support of the posttranscriptional regulatory mechanism, experiments with transgenic mice suggested that the highly conserved 3′UTR of the rat *Wap* gene contributes to the high mRNA levels in mammary tissue^16^. We therefore investigated the potential role of the highly conserved mouse *Wap*-3′UTR^17^ in regulating *Tbrg4* mRNA levels. For this experiment, we replaced the *Tbrg4*-3′UTR with the entire *Wap*-3′UTR in the mouse genome (Fig. 3c) and measured mRNA levels in lactating mammary tissue. Levels of the *Tbrg4-Wap* chimeric mRNA were similar to those of the WT *Tbrg4* mRNA, suggesting that the *Wap*-3′UTR by itself did not impose measurable mRNA stabilization.

### CREB function at the Tbrg4 promoter

The *Tbrg4* and *Wap* promoters respond differently to the *Wap*-SE, suggesting that they are recognized by unique sets of TFs that can synergize with their respective enhancers. To verify this supposition, we conducted a genome-wide search for TF-binding motifs. The motif for the CREB transcription was greatly enriched in genes not highly expressed in mammary tissue. To validate CREB binding in vivo, we conducted ChIP-seq experiments using lactating mouse mammary tissue. Out of the 5230 genuine binding regions, only 777 coincided with a CRE motif (Fig. 4a), suggesting that the vast majority of CREB binding occurs through other TFs or cofactors. The majority of binding sites were associated with promoter regions (Fig. 4b), suggesting a key role in promoter activation. Strong CREB binding to the consensus motif TGACGTCA was observed at the *Tbrg4* promoter (Fig. 4c), suggesting that this site might be critical for *Tbrg4* regulation and that it possibly shields the *Tbrg4* gene from *Wap*-SE. We tested this hypothesis and inactivated the CRE motif within the mouse genome (Fig. 4d). Deletion of this site resulted in the loss of CREB occupancy in lactating mammary tissue (Fig. 4c) and an approximate 45% reduction in *Tbrg4* mRNA levels (Fig. 4d). This finding demonstrates that CREB is not essential for *Tbrg4* gene expression but rather modulates its activity. ChIP-seq experiments further demonstrated that H3K27ac and H3K4me3 marks on the *Tbrg4* gene and the neighboring *Wap* gene were not altered in the absence of CREB binding (Fig. 4c), supporting a limited function of CREB in establishing promoter activity or regulating nearby enhancers.

**Fig. 4:**
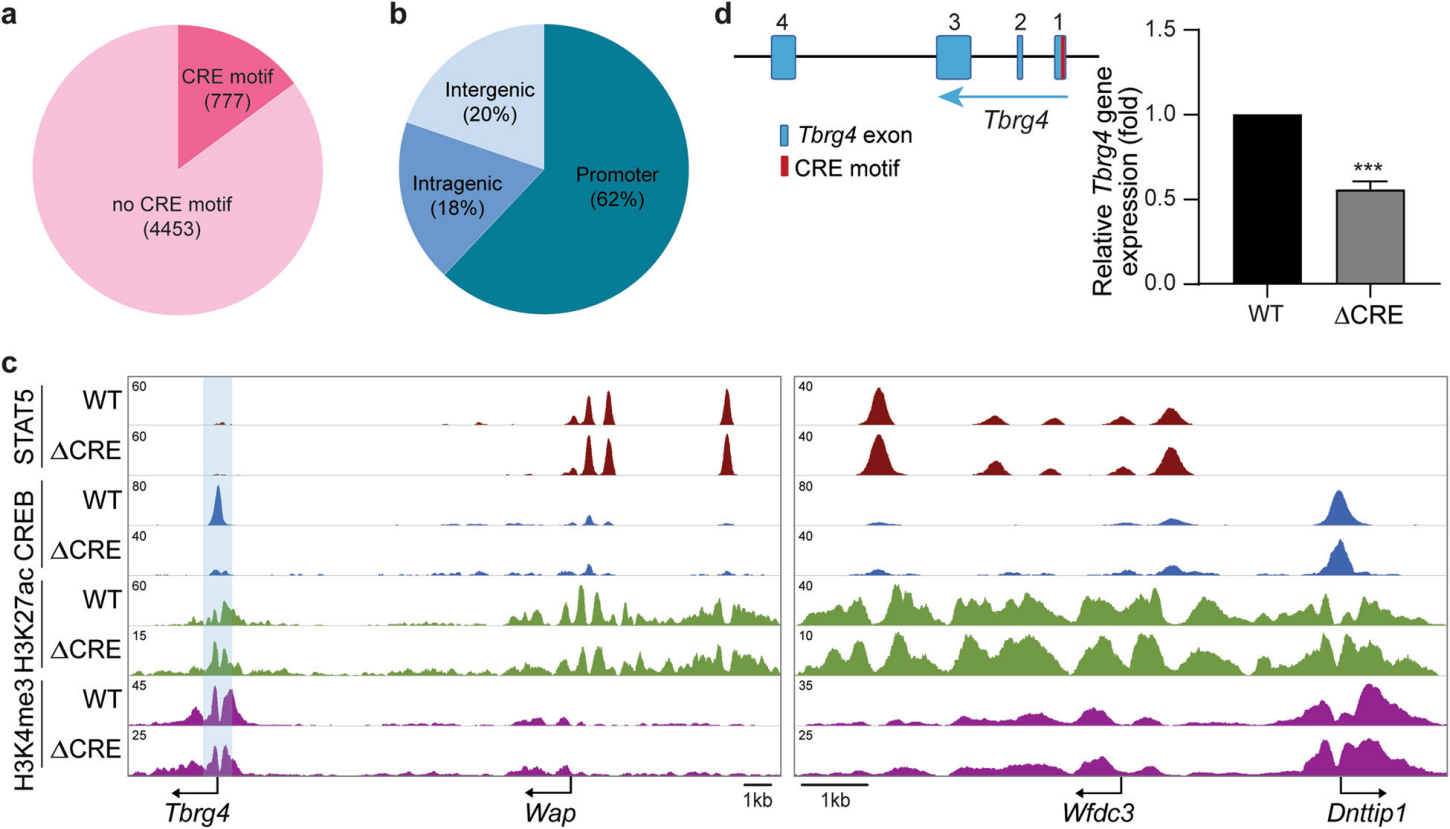
Role of the CREB transcription factor at the *Tbrg4* promoter. **a** ChIP-seq experiments determined a total of 5230 genomic sites binding CREB in lactating mammary tissue, 777 of which contain a CRE motif. **b** Percentage of binding sites based on their genomic locations. **c** ChIP-seq profile of the *Tbrg4*-*Wap* locus in WT and ΔCRE mutant mammary tissue on L1. The *Wfdc3-Dnttip1* locus served as a control. **d** *Tbrg4* mRNA levels in the mammary tissues of the WT and ΔCRE mutant mice on L1 were measured by qRT-PCR and normalized to *Gapdh* level. Results are shown as the means ± SEM of independent biological replicates (WT and ΔCRE, *n* = 5). *t*-tests were used to evaluate the significance of differences between the WT and mutants. ***P < 0.0001.

## Discussion

Gene expression is largely controlled by two types of regulatory elements, promoters and enhancers. Although this pattern is true for some genes, the annotation and definition of regulatory elements is currently being expanded, as enhancers have been identified in promoters and enhancers can contain promoters^18,19^. Since enhancers can activate genes over long distances, assigning individual enhancers to their respective target genes remains a challenge. Classical assays, including recent studies using integrated reporters in cell lines, merely provide evidence that enhancers have the capacity to activate generic promoters, but they provide limited information on the genuine target promoters. Chromatin capture technologies have provided detailed snapshots of the areas proximal to enhancers with promoters^20–22^, but the functional significance of their placement has been rarely investigated in true in vivo settings within an intact animal.

The concept of enhancer–promoter interdependence has been studied and debated extensively^18,19^. However, there is limited in vivo evidence that enhancers preferentially activate the promoters of their true target genes and that they have limited activity on unrelated promoters. Our study provides evidence that a mammary SE preferentially regulates its own target promoter. Although translocated mammary SE specifically activated an unrelated ubiquitous promoter in mammary tissue, the native locus demonstrated clear enhancer–promoter interdependence with a 20-fold higher expression. Importantly, the native enhancer–promoter unit regulates an unrelated gene, suggesting that it contains most, if not all, the regulatory elements to respond to hormonal cues in the mammary gland during pregnancy and lactation. At this point, the mechanistic underpinning of enhancer-promoter interdependence is not fully understood. In vitro experiments point to the presence of specific cofactors recruited by different classes of promoter elements^6^. It remains to be determined whether mammary-specific promoters bind defined classes of cofactors. This study also extends our recent findings showing that mammary *Wap*-SE has limited capacity to activate the unrelated neighboring *Ramp3* promoter, both in the endogenous setting^13^ and upon genomic translocation^3^. The extent to which *Wap* promoter-SE sequences activate the unrelated *Tbrg4* gene is less than that of the activation observed at the endogenous *Wap* locus, suggesting the possible presence of additional regulatory elements within the *Wap* gene or in the intergenic region between *Wap* and *Tbrg4*. However, detailed ChIP-seq analyses for several binding TFs and Pol II and activating histone marks failed to provide evidence for additional transcriptional regulatory elements (Supplementary Fig. 3).

Although expressed in mammary tissue, the *Tbrg4* gene is not induced during pregnancy, suggesting that it is not under the control of *Wap*-SE^2^. At this point, it is not clear why *Tbrg4* is outside the sphere of influence of *Wap*-SE. SEs are frequently located within chromatin loops that are anchored by the CTCF protein, which might confine enhancer activity to genes within these loops^23–27^. In support of this idea, disruption of CTCF sites in mice has led to ectopic expression of genes outside the topologically associating domain (TAD) or sub-TAD^28,29^. In a previous study^13^, we identified two CTCF sites that coincide with a TAD boundary^30^ and separate the *Wap* gene from the *Tbrg4* gene. Deletion of the two CTCF sites did not result in altered expression of either *Tbrg4* or *Wap* in lactating mammary tissue^13^, demonstrating that CTCF at either site does not insulate the *Tbrg4* gene from *Wap*-SE. Since no additional potential insulating elements were identified between *Wap*-SE and *Tbrg4*, we speculate that distance might play a larger role than previously thought. Alternatively, *Wap*-SE might preferentially recognize the most proximal promoter.

Our findings that enhancer-promoter synergy determines transcription output provide an explanation for the distinct transcriptional levels of SE-associated genes. The expression of the more than 400 genes that are under the control of mammary SEs varies over several orders of magnitude, suggesting the presence of additional promoter-bound TFs that can greatly boost mammary SE activity. We identified CREB TF binding in non-mammary promoters but not in promoters selectively active in mammary tissue, suggesting that they might suppress the promoter response to mammary SEs. However, genetic ablation of CREB binding on a non-mammary promoter did not support this concept.

Differential mRNA half-lives were discovered decades ago^31,32^. Similar to milk mRNAs stabilized by hormones in mammary tissue, vitellogenin mRNA is stabilized by estrogen in the liver, while interferon and IL-2 are stabilized by CD3 and CD28 receptor involvement in T cells^33,34^. However, the mechanisms of hormone-mediated RNA stabilization are still unclear. Hormones may trigger specific RNA-binding proteins to protect mRNA from degradation or activate/inhibit specific small RNAs that regulate RNA decay^32,35^. Lineage-specific and gene-specific mRNA stabilization probably involves both of these processes and requires further investigation.

While our study focused on understanding the mechanistic aspects of the *Wap* gene, including its promoter and SE, it also shed light on the *Tbrg4* gene and its role in mammalian development. TBRG4, also known as FASTKD4, is transported to mitochondria and serves as a key posttranscriptional regulator of mitochondrial gene expression^36^. Notably, it appears to control the half-lives of mitochondrial RNAs^37,38^. In cell lines, CRISPR-mediated targeting of the *Fastkd4* locus resulted in an apparent absence of the corresponding protein and decreased levels of mitochondrial RNA, but no aberrant cell viability was reported^36^. *Tbrg4* is expressed across all cell types, and in our study, the *Tbrg4* allele was expressed only in the mouse mammary epithelium. While the heterozygous mice were viable and indistinguishable from the WT mice, homozygous mutant mice were not viable, with the fetuses dying prior to implantation, demonstrating that *Tbrg4* function is essential for early embryonic development. It is speculated that impaired mitochondrial physiology causes the early embryonic death. Our mouse study highlights differences in the requirements of this mitochondrial regulator in the fast-growing embryo compared with those in the immortalized cell lines that survive without TBRG4^39^.

## Supplementary information

Supplementary information

Supplementary Table 5

## Data Availability

All data were obtained from or uploaded to the Gene Expression Omnibus (GEO). ChIP-seq and RNA-seq data on wild type and *Wap* super-enhancer mutant tissue were obtained from the GSE74826, GSE115370 and GSE127139 data sets. The RNA-seq data for the mutant mice generated in this study were uploaded to GSE121438. The ChIP-seq data have been deposited to GSE145193.

How the deposited data were processed for this re-analysis (not part of the article)

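The deposited files give, for each of 2 Wap-Tbrg4 heterozygous mice on day 10 of lactation, the exon and the intron FPKM of 20550 annotated genes from total RNA-seq of mammary tissue. The authors prepared the libraries with a TruSeq Stranded Total RNA kit, sequenced them on a HiSeq 2500 system, mapped the reads to mm10 with STAR and counted reads on collapsed exons and on the introns between them with HTSeq. The FPKM values were generated by the authors with DESeq2 from these counts and deposited with 1 decimal. The paper's text does not name the STAR version, the treatment of reads that map to several places, or the total to which the FPKM are scaled. Read counts and library sizes are not given, so the depth per sample is unknown and the precision of a value rests on the 2 mice alone. ChIP-seq samples of the same study were mapped to their conditions but are not analysed here.

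Of the listed genes, 35 had no usable symbol and were left out of comparisons between genes, which used 20515. Gene positions, exon and intron lengths and GC content were taken from curated RefSeq transcripts on GRCm38, the assembly called mm10 by UCSC, and matched 99.7% of these genes. Small nucleolar RNA genes were taken from GENCODE M21. GENCODE M21 was used first for lengths as well and was replaced after it was seen to leave *Glycam1* only 190 bp of introns, compared with 1654 bp in RefSeq. The exon and intron FPKM of *Wap*, *Tbrg4* and *Glycam1* and their ratios are given for each mouse and as mean and SD. Shares are percentages of the summed exon FPKM of a mouse. The 2 mice were compared as the log2 ratio of replicate 2 to replicate 1 of FPKM + 1 over genes with a mean exon FPKM of at least 1, and introns with a pseudocount of 0.1. A lowess fit over 30% of the genes removed the relation to GC content where a GC correction is named. The 7 milk protein genes (*Csn1s1*, *Csn1s2a*, *Csn1s2b*, *Csn2*, *Csn3*, *Lalba* and *Wap*) were set against 10000 random gene lists, in which each gene was replaced by one of the 50 genes nearest in FPKM. At most 2 other genes lie within 2-fold of any of the 7, so these lists do not match them in expression and no rank is given.

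Supplementary Table 5 lists exon and intron FPKM of 4 WT mice and the same 2 wt/Wap-Tbrg4 mice. The copy used here is truncated, holds 1999 genes and does not include *Tbrg4*. Its lowest exon FPKM in WT replicate 1 is 21.2, so genes low in that mouse are absent. Increases from a low WT level could therefore not be counted, which bears on every count of lower and higher genes. The WT mice come from other data sets of the authors, so genotype and data set cannot be told apart. These groups were compared with limma (lmFit and eBayes) on log2(FPKM + 1), with Benjamini-Hochberg adjustment and a threshold of 0.05. Exon-specific loss was counted as genes whose exon log2 difference was under -2 while the intron log2 difference stayed within 1. Near-identical copies of a gene were counted by aligning its longest RefSeq coding sequence to the genome with minimap2 and keeping other places aligned over at least 50% of its length at an identity of at least 95%. The longest GENCODE transcript was aligned first. It was replaced after several ribosomal protein genes with strong exon loss were seen to have no copy by that definition, and both definitions were run.

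Genes are named by a rule set before the data were examined. It covers the genes the paper names in its RNA-seq results, the milk protein genes, the transcription factors and control genes the paper names, the 10 genes with the highest exon FPKM, the 5 genes with the largest difference in each direction between the 2 mice among genes with a mean FPKM of at least 10, and the 5 genes with the largest exon difference in each direction between WT and wt/Wap-Tbrg4 mice whose groups do not overlap and which pass the threshold. Alternatives to the pseudocount, the filter on low values, the scaling, the mean and the limma model were tried, and each replicate was left out in turn. A change of less than 0.1 in a log2 value or 0.01 in a correlation was counted as no change, as was a count within 1.5-fold of the original. The GC correction, the random gene lists and the limma model were tested on simulated data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, R 4.3.3 with limma 3.58.1, and minimap2 2.31 were used.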

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

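Among the tests below, those of the relation to GC content in exons, of exon length, of the median ratio, of the number of copies, of short transcripts and of GC content in the comparison with WT mice were chosen only after the result was seen.

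The log2 ratio of exon FPKM between the 2 wt/Wap-Tbrg4 mice followed the GC content of the exons, a relation the paper does not report. Spearman's rho across genes was -0.659 with RefSeq exons and -0.630 with GENCODE exons, so that GC-rich genes were lower in replicate 2. Genes with an exon FPKM of at least 10 had a mean log2 ratio of 0.48 in the lowest of 10 groups by GC content and of -0.80 in the highest. Pairs of WT mice in Supplementary Table 5 showed rho of 0.0287 to 0.174 in size, and the wt/Wap-Tbrg4 pair had 0.642 in size on the same genes. Intron ratios followed the GC content of the introns in the same direction, with a rho of -0.38 across genes with a mean intron FPKM of at least 0.5. Exon length had a far weaker relation, with a rho of 0.11. A few genes taking most of the reads would shift the other genes alike, which gives no gradient over GC content, and the median ratio of -0.076 says nothing more, since a scaling set on typical genes would hold it near 0. Before the GC correction 581 genes differed more than 2-fold, and after it 188 did, of which 122 were among the 581 and 66 were not. A GC bias between the libraries may account for part of these differences, but the correction did not remove those of the 122. Both mice have the same genotype and stage, so no biological explanation was tested.

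In Supplementary Table 5, 57 of 1999 genes had an exon FPKM more than 4-fold lower in wt/Wap-Tbrg4 than in WT mice while the intron FPKM stayed within 2-fold, a difference between groups that the paper does not report. Splitting the 4 WT mice into pairs gave from 0 to 4 such genes. Of the 15 splits of the 6 mice into 4 and 2, 1 gave as many genes, the real one, and 15 splits cannot give a share under 0.05. Of the 57 genes, 42 have symbols of ribosomal protein genes, and 56 have at least 1 near-identical copy elsewhere in the genome, compared with 17.2% of all genes. Ribosomal protein genes were taken by symbol alone (*Rps* or *Rpl* with a digit, *Rpsa* or *Rplp*), which can take in other genes. The median exon log2 difference was -0.23 in genes without a copy, -0.57 with 1 copy, -0.88 with 2 to 3, -1.89 with 4 to 10 and -3.46 with more. Spearman's rho across genes between copies and exon difference was -0.44, and between copies and intron difference it was -0.12. With the longest transcript in place of the coding sequence, the definition used first, rho was -0.40, and 11 of the 57 genes had no copy.

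Among genes without such ribosomal protein symbols, the 34 with at least 4 copies had a median exon log2 difference of -1.19, compared with -0.23 in those without a copy. This gap fell just short of the difference of 1 set for this test, so the trend outside ribosomal protein genes was weaker than required. The definition of copies had been replaced after results were seen, so these groups were not fixed in advance. Genes with ribosomal protein symbols but without copies had a median of -0.26, compared with -3.17 in the 75 with copies. Only 4 genes are in the set without copies, and symbols do not show that all 4 encode ribosomal proteins. Exon length had a rho of 0.0311 with the exon difference among genes without copies. None of these 1652 genes met the definition of the loss. The short genes *Ndufb7* (533 bp), *Wfdc18* (544 bp), *Wap* (562 bp), *Pip* (574 bp) and *Glycam1* (669 bp), all without copies, had -0.46, -0.36, -1.36, -1.83 and -0.02. These values argue against short transcripts alone as the source, for genes without copies. Whether length adds to the loss among genes with copies was not tested. GC content had a rho of -0.0596 with the mean difference across all genes, which says little, because each WT mouse compared with replicate 1 gave a rho of 0.225 to 0.350 and with replicate 2 of -0.440 to -0.360, and the mean cancels these. With either mouse alone, 60 genes met the definition of the loss. A different treatment of reads that map to several places, in data sets processed apart, may explain the loss, since the number of copies tracks it with a rho of -0.44. The paper's text does not name that treatment, genotype and data set coincide, and the loss cannot be told apart from a difference between data sets. *Gapdh*, with 59 copies, had an exon FPKM of 66.3 ± 17.5 (SD, n = 4) in WT and 0.131 ± 0.112 (SD, n = 2) in wt/Wap-Tbrg4 mice in this table.

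One of 4 WT mice had an intron FPKM of 0.0443 for *Pip*, while the others had 0. Because the others had 0, any value above 0 would have stood out, whatever its size. This was the 1 value that stood out among 56 groups of WT values, where 2.8 would by chance. No explanation was tested for this value.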

How the results depend on the processing

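Alternatives on the Supplementary Table 5 scale, with a GC correction or restricted to genes without copies, and all alternatives for intron values at claims, were chosen after seeing the data, and the others before the data were examined. Of 92 alternatives for values at claims and counts, 69 left the result the same. With 2 mice, leaving one out always stays within 1 SD of the mean, so those alternatives show no stability. No cause was tested for the changes that follow, unless a value shows it.

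Rescaling each mouse to a sum of 1000000 gave an exon FPKM of 265.9 for *Tbrg4* and 44133 for *Glycam1*. The Supplementary Table 5 scale gave 41824 for *Glycam1* exons, 106.6 for *Wap* introns and 0.519 for *Glycam1* introns. The 581 genes more than 2-fold apart between the mice became 1092 with a pseudocount of 0.1, 231 with a mean FPKM of at least 10 and 188 after the GC correction. The median log2 ratio of the milk protein genes, 1.56, became 1.71 after centring and 1.22 after the GC correction. The correlation between the mice became 0.931 with a pseudocount of 0.1 and 0.977 without the filter. Centring shifts all genes alike and turned the log2 ratio of *Lalba* from -0.03 to 0.12.

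For exons, limma called 130 genes between WT and wt/Wap-Tbrg4 mice, and from 99 to 219 across the fits that each left out one WT replicate. Restricted to genes without copies, it called 4 (73 at an unadjusted p under 0.05). With the replicate block it called 143, and from 117 to 181 under the other settings. Whether replicate numbers mark pairs cannot be tested with 2 mice in a group. For introns, 1 gene was called (92 unadjusted). None was called with a pseudocount of 0.1 (0, with 83 unadjusted), the replicate block (0, with 67), the eBayes trend (0, with 101) or without any one WT replicate (0 in each, with 68 to 172). Exon-specific loss fell from 57 genes to 0 among genes without a copy of the coding sequence and to 11 among those without a copy of the longest transcript, and stayed between 53 and 61 under its other alternatives.

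For the named genes, 86 values were recomputed under 656 alternatives, of which 11 were weaker and 2 stronger at the limma threshold. The sign changed in 49 of the 656, where the original was at most 0.40 in size, among them *Tbrg4* (-0.11 to 0.04), *Stat5b* (-0.15 to 0.00) and *Wfdc3* (-0.09 to 0.06) between the 2 mice after centring, and *Nr3c1* (-0.12 to 0.32) and *Csn3* (-0.40 to 0.29) between the groups after quantile normalization. The depth is unknown, so its effect on low values such as the *Glycam1* introns cannot be given.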

Differences from the paper's values

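The bars of Fig. 3b have no printed values, and its axis carries one more tick than labels. Read by eye between the printed labels, the exon FPKM of *Tbrg4* in the paper is about 760 in Fig. 3b, read by eye, compared with 303.1 here. Alternatives set before the data were examined gave from 265.9 to 314.7, and none closed the gap. In the same reading, the paper's intron FPKM of *Tbrg4* is about 160 in Fig. 3b, read by eye, compared with 47.4 here. The paper's intron FPKM of *Wap* is about 400 in Fig. 3b, read by eye, compared with 135 here. The paper's intron FPKM of *Glycam1* is about 4.2 in Fig. 3b, read by eye, compared with 0.65 here. No alternative for the intron values was set before the data were examined. With ticks counted from the top of the axis instead, a reading chosen after seeing the values, the bars are about 240, about 38, about 110 and about 0.54 in Fig. 3b, read by eye, and none of these differs from the values here by more than 1.5-fold. The intron averages in the paper's text, 37.5 for *Tbrg4*, 106.6 for *Wap* and 0.5 for *Glycam1*, are close to this second reading and go against the reading between the printed labels.

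The paper gives *Wap* as much as 5% of all transcripts in lactating mammary tissue, without naming the mice. The share of *Wap* in summed exon FPKM was 16.7% here, in mice with one wt allele. It was 16.7% with a mean FPKM of at least 1, 13.1% without replicate 1 and 20.3% without replicate 2, and none of these alternatives, set before the data were examined, closed the gap. The paper does not say how its share was measured, and a share of transcripts may be another measure than a share of summed FPKM. These alternatives cannot test that.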

Other observations

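The tests of casein introns, of small nucleolar RNA host genes, of *Tbrg4* among host genes, of short introns at an exon FPKM of at least 100 and of the *Wap* allele number were chosen only after the result was seen.

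The 7 milk protein genes had a median log2 ratio of exon FPKM of 1.56 between replicate 2 and replicate 1. The casein genes ranged from 1.44 to 2.15, and *Lalba* had -0.03, which became 0.12 after centring on the median of expressed genes. After the GC correction the median was 1.22 and the casein genes ranged from 1.10 to 1.87, so the GC content as corrected here accounts for only part of their difference. The introns of the 5 casein genes rose too, with a median log2 ratio of 1.08 and a range from 0.92 to 1.55. As deposited, these values go against a difference in mature mRNA only. Intron ratios followed GC content too and were not corrected for it, so that difference is not excluded. *Lalba* introns had a log2 ratio of 1.64 without a rise in exons, and *Wap* had 0.28 in introns and 0.44 in exons. Both mice have the same genotype and stage, and no biological explanation was tested.

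In L10 mammary tissue of wt/Wap-Tbrg4 mice, host genes of small nucleolar RNAs had a median log2 ratio of intron to exon FPKM of -4.17, at percentile 100 of random lists matched on exon FPKM, whose central range was -5.01 to -4.50. Only 2 genes with an exon FPKM of at least 10 had an intron FPKM above their exon FPKM, and both were hosts. *Tbrg4* had a log2 ratio of -2.67, at percentile 84.9 among the 86 hosts. Intron length had a weak relation to this ratio, with a rho of 0.14 across genes. Small nucleolar RNA reads may contribute to the *Tbrg4* intron FPKM, since host genes as a group had a higher ratio. The random lists were not matched on the number of near-identical copies. A lower exon FPKM in hosts with copies would raise this ratio too, so the group difference cannot isolate such reads. The percentile of 84.9 among hosts cannot tell whether small nucleolar RNA reads contribute, because it compares *Tbrg4* with other hosts only. Gene values cannot show how much such reads contribute. With GENCODE in place of RefSeq introns, 63 genes counted as hosts.

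Whether short introns contribute to the low intron FPKM of *Glycam1* cannot be told from these comparisons. They take as short the introns up to the RefSeq length of *Glycam1*, 1654 bp, and GENCODE would leave it 190 bp. Only 1 other gene with an exon FPKM of at least 1000 has introns as short, and its intron to exon ratio was 1013 times that of *Glycam1*. With exon FPKM of at least 100, 22 genes with introns as short had a median ratio 404 times that of *Glycam1*, but the high exon FPKM of *Glycam1* largely sets this ratio. Their median intron FPKM was 1.3, and 6 of the 22 had an intron FPKM no higher than the 0.65 of *Glycam1*.

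In Supplementary Table 5, the exon FPKM of *Wap* was 435320 ± 175106 (SD, n = 4) in WT and 161348 ± 37490 (SD, n = 2) in wt/Wap-Tbrg4 mice. The log2 difference was -1.36 (standard error 0.43, adjusted p of 0.023 from limma), lower in 2 of 2 mice than in every WT mouse. The adjusted p from limma was 0.27 with quantile normalization and 0.34 with the eBayes trend, 0.16 among genes without copies, and 0.081 and 0.14 without WT replicates 2 and 4. The intron log2 difference was -1.04 (standard error 0.25, adjusted p of 0.90 from limma), which fails the correction. The heterozygous mice have one intact *Wap* allele, and loss of one of 2 equal alleles may give a difference such as the -1.04 in introns. Introns of *Csn3*, which lies outside the edited locus, had -0.92 (standard error 0.39, adjusted p of 1 from limma), and those of *Glycam1* had -0.49 (standard error 0.24, adjusted p of 1 from limma). The pseudocount of 1 shrinks the *Glycam1* value, and with 0.1 the differences were -0.95 for *Glycam1* and -1.05 for *Wap*, so a gene outside the locus was lower by about as much, although its values overlap with those of WT mice. The other casein genes had from -0.14 to 0.11 and *Lalba* had 1.48. The *Csn3* intron FPKM of replicate 2, 75.2, lies within the WT range of 73.7 to 89.0, while the *Wap* intron FPKM of both mice lie below every WT mouse. The WT mice come from other data sets, so the explanation cannot be told apart from that. The share of *Wap* among the listed genes was 35.7% ± 0.694 (SD, n = 4) in WT and 21.5% and 13.5% in the wt/Wap-Tbrg4 mice.

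Comparing exons in these groups, limma called 130 genes, 128 lower and 2 higher in wt/Wap-Tbrg4 mice, while the median log2 difference of all genes was -0.28, or 0.03 after centring and 0.12 after quantile normalization. It called 37 higher and 144 lower after centring, and 40 higher and 118 lower after quantile normalization, so the near absence of higher genes depends on the scaling. The choice of listed genes may limit higher genes and lower the median too, since their lowest exon FPKM in WT replicate 1 was 21.2. Decreases included *Rpl10* (-7.67), *Rpl9* (-7.45), *Tpt1* (-7.37) and *Rpl12* (-7.25), all with copies in the genome, and *Jchain* was higher (2.03). Each of these genes kept its direction under every alternative run for it, but *Jchain* did not pass the threshold after centring, after quantile normalization or without WT replicate 2. Of the 15 splits of the 6 mice into 4 and 2, the real one gave 130 genes and the others 0 or 1. Exon profiles of log2(FPKM + 1) correlated at 0.956 to 0.986 between WT mice, at 0.938 between the wt/Wap-Tbrg4 mice and at 0.777 to 0.807 between the groups. Intron profiles correlated at 0.863 to 0.946, 0.895 and 0.853 to 0.918 in the same order.

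The primers the paper lists for the fused mRNA, TTTCCCAGTAATCCCAGTGC and CAAGGAGAAACGCTGTCTAGG, each match GRCm38 at 1 place, at 6626804 to 6626823 and at 6626974 to 6626994 on chromosome 11. These places lie between *Tbrg4* and *Wap*, 737 to 927 bp upstream of the *Tbrg4* TSS, 191 bp apart end to end, where RefSeq and GENCODE M21 annotate no gene. The primers listed for the inserted 3′UTR, CTGCAGGCTTCCTGGTAGTAGAT and CTTTTCGCATCTTGTCCTTGAG, match coding sequence in *Tbrg4* exons at 6617308 to 6617330 and at 6616639 to 6616660, 692 bp apart end to end.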
